A study of Mus musculus with 29 samples.

How the data were processed

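The series holds 29 samples of mouse embryos of stage E11.5, of which the 8 RNA-seq libraries were analysed. The 21 enhancer-capture Hi-C samples were not analysed here. Tissue of several embryos of one genotype was pooled for each replicate, per the labels' protocols, and poly(A) RNA was sequenced. Samples were grouped by the tissue, genotype and replicate number in their titles, giving 4 groups of 2 pools.

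The values used are the raw counts per gene symbol that the authors deposited, one table per library, with no normalization. The aligner, counting program, genome build, annotation and strand setting are not stated in the labels. Each table ends with 5 rows that name no gene. Their names are those htseq-count gives, and they were kept out of library sizes and tests. Of the counts in genes, in no feature and in ambiguous positions together, genes took 40.7% to 44.1% (mean 42.7%, n = 8), no feature 55.4% to 58.9% and ambiguous positions 0.431% to 0.488%. The row for reads not aligned held 49.2% to 49.4% of all counts listed. In every library the rows for low alignment quality and for non-unique alignment held the same number, so the second was not added again to that total. The share not aligned hardly varied between libraries of differing depth (SD 0.0722 percentage points, n = 8). Whether it is a true share of reads was not tested. The high share outside genes lowers the depth available per gene, but it was alike in all 8 libraries.

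From the deposited counts, fold changes and p-values were computed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, libraries were scaled by TMM (factors 0.978 to 1.01), and a quasi-likelihood model with a mean per group was fitted to all 8 libraries. All groups shared one estimate of the spread, because 2 replicates per group leave 4 residual degrees of freedom in all (prior degrees of freedom 8.75, common dispersion 0.0058). Tests were two-sided, with Benjamini-Hochberg adjustment over the 15383 genes tested and a threshold of 0.05. The standard error of a log2 fold change was taken from the fold change and its F statistic. CPM values use TMM-scaled library sizes, and correlations and lists use log2 CPM with a prior count of 2. In the tests, the contrasts were knockout against wild type in each tissue, wild-type forebrain against wild-type midbrain, and the difference between the knockout effects.

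Genes were named in the text by a rule. For each knockout comparison these were up to 5 genes with the largest rise and 5 with the largest fall, among genes past the threshold with a mean of at least 1 CPM and both knockout libraries on one side of both wild-type libraries. Where none passed, the 3 genes with the smallest p were named. Genes in the window with most changed genes, and the regional lists in the tissue comparison, were also named. This rule, the comparisons and most alternatives were set before the data were examined, and genes named for another reason are marked as such.

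Lists of 4 Y-linked, 2 X-inactivation, 11 erythroid, 9 neural progenitor, 9 neuronal, 8 mesenchymal, 10 forebrain regional and 13 midbrain-hindbrain regional genes were tested with fry in limma 3.58.1, adjusted over lists and both knockout comparisons. A list of 10 diencephalic genes was added later, for 1 explanation weighed in the closing observations. For clustering along chromosomes, gene order came from a RefSeq table of assembly GRCm38.p6. It gave a position for 15360 of 15383 genes tested (99.9%). Because the build behind the counts is not stated, this table served only for names and neighbours. The highest number of changed genes within 1 Mb of a gene's start was set against 10000 random draws of as many tested genes. Replicate pairs were compared by a chi-square test over genes with at least 10 counts in the pair.

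The tests per gene, the fry test and the window permutation were tested on simulated data before they were used. The camera, chromosome and chi-square tests were not. Counts drawn for 15232 genes from the real means, library sizes and dispersions, with 200 genes changed in 1 comparison, gave 153 calls with edgeR, of which 11 were false. Among 198 changed genes that were tested, the recovered share was 90.8% at a log2 change of 2, 74.6% at a log2 change of 1 and 50% at a change of 1.5-fold. No call had the wrong sign (0 of 153). The comparison without changes gave 1 call. With 2 pools per group, changes of 1.5-fold and smaller are therefore often missed. The knockout comparisons gave 0 and 2 calls, so a gene needed a smaller p there than among 153 calls. The recovered shares are thus likely too high for those comparisons, also at a log2 change of 1.

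The alternatives were RLE and upper-quartile scaling, no filter beyond a total count above 0, a mean of at least 50 counts, DESeq2 1.42.0, limma-voom, a minimum change of 1.5-fold, the 4 libraries of 1 tissue alone, the replicate number as a block, and each library left out in turn. For clusters they were windows of 0.5 and 2 Mb either side, the 100 genes with the smallest p, and genes that fell. For lists they were camera with a preset correlation of 0.01 or an estimated one. Leaving out libraries for the lists was added after the data were seen. The coordinates of the deleted enhancers were not used here, so no distance from a deletion to a gene is given. Values of some single genes are not reported here.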

Results

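The RNA-seq part of the series measured poly(A) RNA in brain tissue of mouse embryos of stage E11.5, to compare gene expression between wild-type embryos and embryos lacking an enhancer. There were 4 groups, each as 2 pools of tissue from several embryos: midbrain of embryos with the hs654 knockout, wild-type midbrain, forebrain of embryos with the hs267 knockout, and wild-type forebrain. The label of the hs267 knockout goes on with a second number, which the plots show, and it was not established whether 1 or 2 enhancers were deleted. The 21 enhancer-capture Hi-C samples of the series, which map contacts of enhancers across tissues, were not analysed here.

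The 8 count tables listed 25239 genes, and 17545 to 18162 of them had at least 1 count in a given library. The total count over genes was lowest, at 9051632, in midbrain knockout replicate 2 and highest, at 18024406, in forebrain knockout replicate 1. It was 11476052 in midbrain knockout replicate 1, and 15780983 and 12367394 in midbrain wild-type replicates 1 and 2. In forebrain knockout replicate 2 it was 15311926, and in forebrain wild-type replicates 1 and 2 it was 14872668 and 13026016. The 10 genes with the most counts took 2.98% to 3.30% of a library. A gene with no count could hold up to 3 counts, equal to 0.170 to 0.328 CPM (counts scaled to the TMM-scaled library size). This floor covers counting error only. After removal of genes with low counts, 15383 genes were tested. Their biological coefficient of variation was 7.62%.

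Replicates correlated across genes with Pearson's r of 0.986 to 0.990 (log2 CPM, 4 pairs). Libraries of the same tissue and the other genotype had 0.984 to 0.990 (8 pairs), a range that reached slightly lower, and libraries of different tissues 0.938 to 0.958 (16 pairs). Genes are not independent replicates, so these values only describe similarity. The first principal component held 72.1% of the variance and separated forebrain from midbrain. The second held 6.33% and set forebrain knockout replicate 1 (score 33.7) apart from the other 7 libraries (-18.3 to 1.66). In all 4 replicate pairs the counts differed by more than sampling noise (chi-square per degree of freedom 3.79 to 7.94), so none was a duplicated library.

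The comparison of wild-type forebrain with wild-type midbrain checked the tissue labels and gave a scale for the knockout effects. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, 4548 of 15383 genes differed, 2196 higher and 2352 lower in forebrain. The alternative that moved this number most was a Wald test in DESeq2, with 3679 genes. All 10 genes of a list of forebrain regional genes were higher in forebrain and past the threshold, both over all genes tested and adjusted over the list alone. Lhx2 measured 490 ± 0.175 CPM in forebrain and 108 ± 2.91 CPM in midbrain (SD, n = 2), a log2 difference of 2.18.

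Of 13 midbrain-hindbrain regional genes, 10 had enough counts to be tested. Of these, 9 were higher in midbrain and past the threshold, also adjusted over the list alone. En2 had 0 counts in all 4 forebrain libraries and 144 ± 19.8 CPM in wild-type midbrain (SD, n = 2), at least 665-fold higher. The exception was Fgf8, higher in forebrain by 0.55 on the log2 scale with an adjusted p of 0.161 in edgeR's quasi-likelihood test. Single libraries moved this value: it was 0.18 without midbrain wild-type replicate 1, 0.23 without forebrain wild-type replicate 1 and 1.00 without midbrain wild-type replicate 2. Together with the first principal component, En2 placed each of the 8 libraries with the tissue on its label. The deleted elements are enhancers, not genes, so gene counts gave no such check of the genotype labels.

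The hs654 comparison asked which genes change in midbrain when this enhancer is absent. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (0 of 15383), while 609 genes (3.96%) had an unadjusted p under 0.05. The smallest adjusted p was 0.992. Both knockout libraries lay on one side of both wild-type libraries for 36.7% of genes, against 33.3% expected by chance and 31.1% in the forebrain comparison. The alternative that moved the number of genes most was the test without a filter on low counts, with 22 genes (5 higher, 17 lower).

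The 3 genes with the smallest p in midbrain were Zic4, Eif3m and Cep192, all lower in the knockout. Zic4 measured 66.9 ± 4.00 CPM in wild type and 44.1 ± 0.834 CPM in the knockout (SD, n = 2). Its log2 fold change was -0.60 (SE 0.116), with an unadjusted p of 0.000178 and an adjusted p of 0.992 in edgeR's quasi-likelihood test. Across alternatives the adjusted p of Zic4 ranged from 1.24e-06 to 0.997. It passed the threshold without a filter on low counts and, at 0.0242, when only the 4 midbrain libraries entered the edgeR model. Eif3m changed by -0.28 (SE 0.0639) and Cep192 by -0.25 (SE 0.0624) on the log2 scale, and neither passed under any alternative tried.

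Zic1, which overlaps Zic4 in the RefSeq table, was looked at after its values were seen. It measured 247 ± 1.60 CPM in wild-type and 203 ± 9.10 CPM in knockout midbrain (SD, n = 2), a log2 fold change of -0.28 (SE 0.0834). Its adjusted p was 0.0102 over the 2 tested genes within 1 Mb of Zic4 and 0.992 over all genes (edgeR quasi-likelihood, Benjamini-Hochberg). Without a filter on low counts the latter was 0.0261. The other neighbour, Plscr1, changed by -0.24 (SE 0.196). Because Zic1 and Zic4 overlap, reads in shared sequence could not be attributed to one of them, and their separate values are uncertain to that extent.

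**Figure D1:**
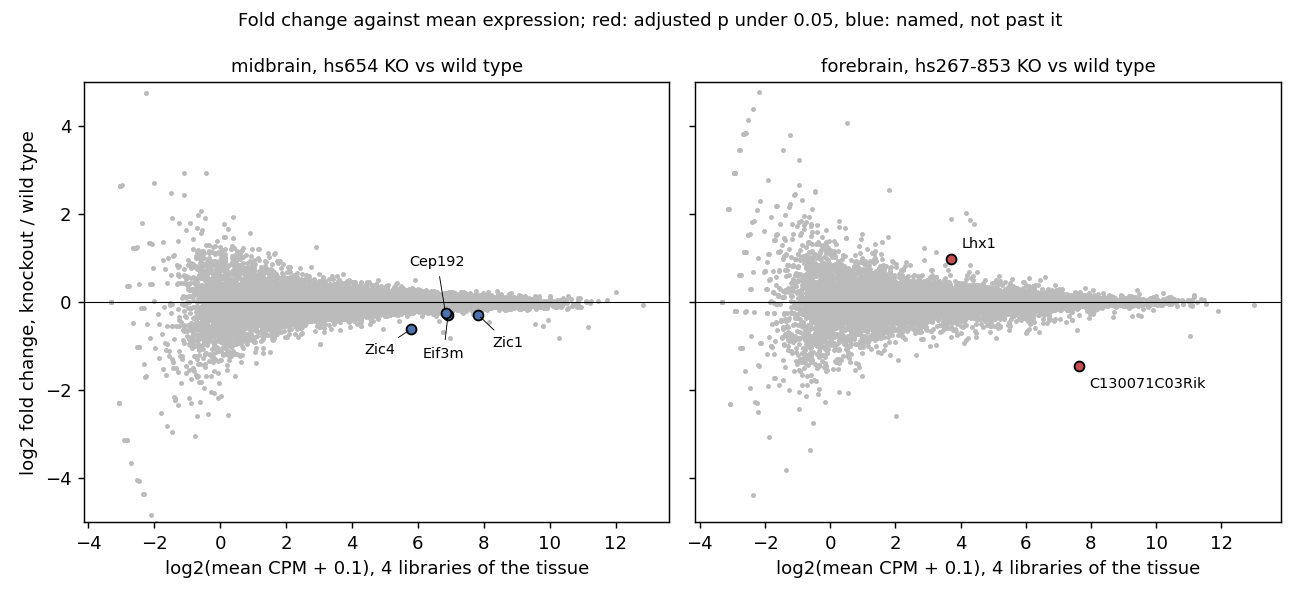
Log2 fold change (knockout over wild type) of each gene tested against the log2 of its mean CPM over the 4 libraries of the tissue, for midbrain (left) and forebrain (right). Red points have an adjusted p under 0.05 (C130071C03Rik at -1.46 and Lhx1 at 0.98), blue points are named genes that do not, and 4 points lie outside the vertical axis.

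The hs267 comparison asked the same question in forebrain. In edgeR's quasi-likelihood test 2 genes passed an adjusted p of 0.05, 1 higher and 1 lower in the knockout, and 736 genes (4.78%) had an unadjusted p under 0.05. The alternative that moved this number most was again the absence of a filter on low counts, with 161 genes (68 higher, 93 lower).

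C130071C03Rik, a long non-coding RNA gene in the RefSeq table, fell from 290 ± 8.31 CPM in wild type to 105 ± 22.9 CPM in the knockout (SD, n = 2). The libraries measured 284 and 296 CPM in wild type and 122 and 89.2 CPM in the knockout. The log2 fold change was -1.46 (SE 0.111), with an adjusted p of 0.000133 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene passed the threshold under every alternative that gave an adjusted p for it. With 1 library left out at a time, the log2 fold change stayed between -1.70 and -1.25. In midbrain the gene measured 130 ± 8.79 CPM in wild type and 133 ± 8.94 CPM in the hs654 knockout (SD, n = 2). It overlaps Mir9-2 and Gm51268 in the RefSeq table, and reads in shared sequence could not be attributed to one gene.

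Lhx1 rose from 8.70 ± 0.267 CPM in wild-type to 17.1 ± 1.97 CPM in knockout forebrain (SD, n = 2). The log2 fold change was 0.98 (SE 0.117), with an adjusted p of 0.0120 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library at a time gave 0.85 to 1.09. Across alternatives the adjusted p of Lhx1 ranged from 4.44e-10 to 1.00. It was not past the threshold in limma-voom (0.232) or when only the 4 forebrain libraries entered the edgeR model (1.00), and a test against a minimum change of 1.5-fold called C130071C03Rik but not Lhx1. Lhx1 was higher in midbrain, at 75.9 ± 2.02 CPM in the wild type and 90.6 ± 0.582 CPM in the hs654 knockout (SD, n = 2). The log2 fold change there was 0.25 (SE 0.0865), with an adjusted p of 0.992 in edgeR's quasi-likelihood test.

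**Figure D2:**
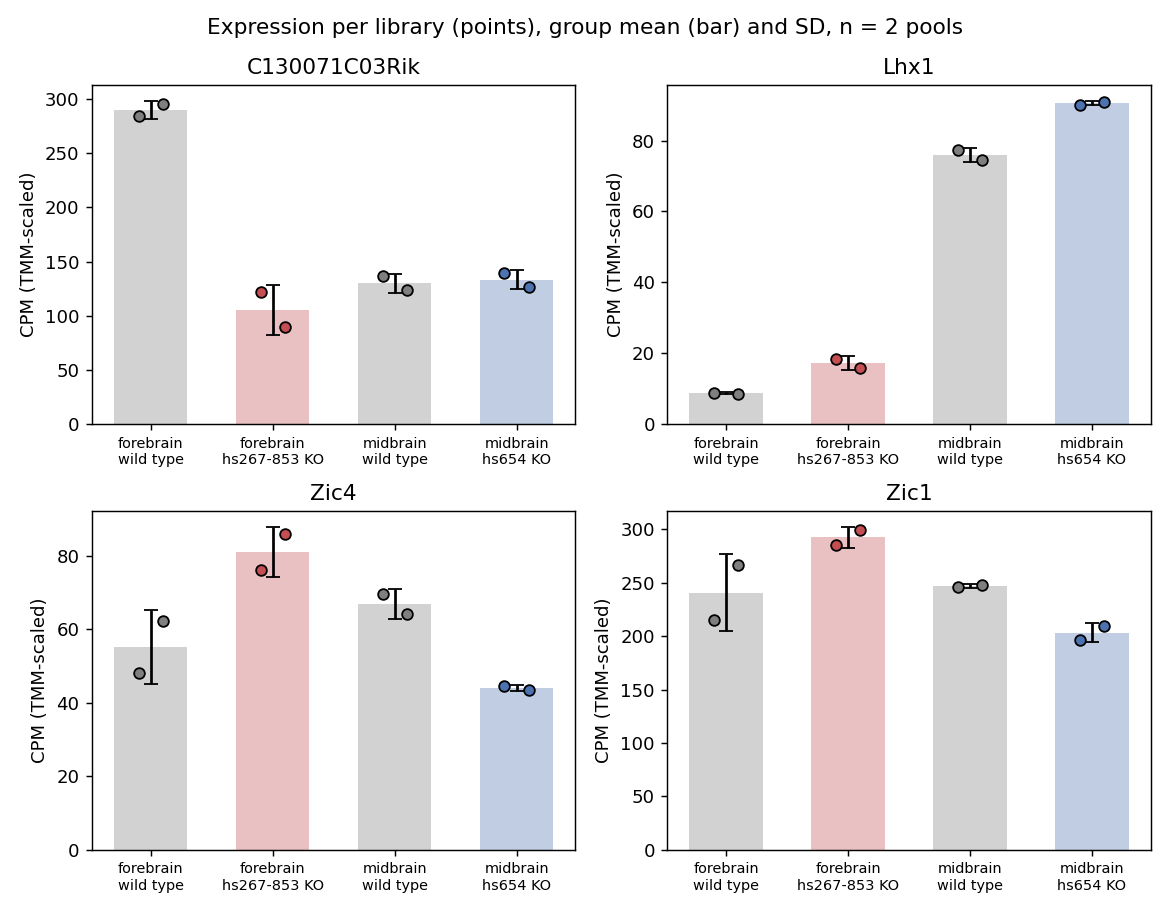
CPM of C130071C03Rik, Lhx1, Zic4 and Zic1 in the 4 groups, with a point per library, bars for the group mean and error bars for the SD of 2 pools. C130071C03Rik is lower in both forebrain knockout libraries (122 and 89.2 CPM) than in both wild-type ones (284 and 296 CPM), while Zic4 is lower in knockout midbrain and higher in knockout forebrain than in wild type.

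The genes within 1 Mb of both called genes were examined after the calls were known, with p adjusted over each gene's neighbours. All 7 tested neighbours of C130071C03Rik were lower in the knockout, 3 of them at an unadjusted p under 0.05, and 0 past the adjusted threshold in edgeR's quasi-likelihood test. Of these 3, Mir9-2 and Gm51268 overlap C130071C03Rik, and Gm17750 does not. Mef2c changed by -0.32 (SE 0.178) and Tmem161b by -0.25 (SE 0.118) on the log2 scale. The remaining 5 had a mean of at most 4.09 CPM in wild-type forebrain. Of 22 tested neighbours of Lhx1, 14 were lower and 8 higher. Lhx1os, an antisense gene with a log2 fold change of 0.64 (SE 0.280), had an unadjusted p under 0.05 and was not past the adjusted threshold. It does not overlap Lhx1 in the RefSeq table, but the annotation and the use of the read strand in counting are not stated, so whether its counts include reads of Lhx1 is unknown.

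The difference between the 2 knockout effects was tested directly, as the midbrain log2 fold change minus the forebrain one. The deletion and the tissue differ together in this contrast. At an adjusted p under 0.05, 1 of 15383 genes passed, and 619 had an unadjusted p under 0.05. C130071C03Rik differed by 1.49 (SE 0.157), with an adjusted p of 0.00611 in edgeR's quasi-likelihood test. The alternative without a filter on low counts moved the number of genes most, to 111. Zic4 had the next smallest p. It was lower by 0.60 in midbrain and higher by 0.56 in forebrain on the log2 scale, a difference of -1.16 (SE 0.159). Its adjusted p in edgeR's quasi-likelihood test was 0.0525, just outside the threshold, and ranged over the alternatives from 2.91e-14 to 0.112. It was past the threshold in DESeq2 (5.64e-06) and without a filter on low counts. With the replicate number as a block it was 0.00452, though replicate numbers did not pair the samples.

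The 2 knockout comparisons shared 0 called genes. At an unadjusted p under 0.05 in both, 34 genes were shared against 29.1 expected, 17 of them with the same direction (Fisher's exact test, one-sided, p = 0.197). Across genes, Spearman's rho of the log2 fold changes was 0.0141 and Pearson's r -0.00852. The 16 combinations of single libraries gave rho from -0.0766 to 0.124. The overlap therefore did not exceed chance. The comparisons have separate wild-type libraries, so no control was shared.

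An enhancer acts on genes of its own chromosome, so the positions of changed genes were tested for clustering. Fewer than 10 genes were called in each comparison, and the 20 genes with the smallest p were used, as set beforehand. In midbrain no 2 Mb window held more than 1 of them (permutation p = 1). In forebrain the fullest window held 2, 2610035F20Rik and Dock9, with a permutation p of 0.269. Their log2 fold changes were 0.85 and 0.60, with adjusted p of 0.272 and 0.261 in edgeR's quasi-likelihood test. Of 22 chromosomes or sequences, 0 held more of the 20 genes than expected after adjustment, with smallest unadjusted p of 0.0717 in midbrain and 0.0979 in forebrain (Fisher's exact test, one-sided). With the 100 genes of smallest p in midbrain, 17 fell in one window around the Pcdhg genes (permutation p = 1e-04, the smallest that 10000 permutations can give). These genes overlap and had nearly the same CPM as one another in each library, so they do not count as separate genes.

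Marker lists checked whether the pools of both genotypes differed in sex, blood, stage or dissection. By the fry test, 0 of 16 combinations of list and comparison passed an adjusted p of 0.05, and none had an unadjusted p under 0.167. List values are medians of differences in mean log2 CPM. In midbrain they were 0.41 for 4 Y-linked genes, -4.98 for the X-inactivation genes Xist and Tsix, -0.45 for 11 erythroid genes, -0.053 for 9 neural progenitor genes and 0.12 for 9 neuronal genes. They were 0.16 for 8 mesenchymal, 0.096 for 10 forebrain regional and 0.051 for 10 midbrain-hindbrain regional genes. In forebrain the same lists gave 4.21, -0.71, -0.061, 0.049, 0.025, -0.38, 0.018 and 0.039. Pools with almost no Xist or Y-linked counts enlarge such differences: the median of the log2 fold changes fitted by edgeR was -0.81 for Xist and Tsix in midbrain and 1.88 for the Y-linked genes in forebrain. Adjusted over the list alone, 7 erythroid genes in midbrain and 4 Y-linked genes in forebrain passed in edgeR's quasi-likelihood test, against 0 over all genes tested. No gene of the other lists did. The 11 erythroid genes were all lower in knockout midbrain and the 8 mesenchymal genes all lower in knockout forebrain, under each of 3 scalings. In knockout midbrain the 8 mesenchymal and the 9 neuronal genes were all higher under these scalings. The 4 Y-linked genes were all higher, and Xist and Tsix both lower, in either knockout. Paired globin genes with the same count in every library (Hba-a1 with Hba-a2, Hbb-b1 with Hbb-bs) cannot be taken as separate measurements. Single libraries decided several of these list values. Without midbrain knockout replicate 2 the X-inactivation value was 0.33 and the Y-linked value -0.19. Without midbrain wild-type replicate 1 the erythroid value was 0.0021, the Y-linked value -0.12, the mesenchymal value -0.093 and the midbrain-hindbrain value -0.079. The last was -0.055 without midbrain knockout replicate 1. Without forebrain wild-type replicate 1 the forebrain Y-linked value was 0.78 and the erythroid value 0.14. Without forebrain knockout replicate 1 the forebrain values were 0.037 for erythroid, -0.051 for neural progenitor, -0.23 for neuronal, -0.13 for forebrain regional, -0.047 for midbrain-hindbrain and -0.043 for mesenchymal genes. Leaving out forebrain wild-type replicate 2 turned the neuronal value to -0.091 and the forebrain regional value to -0.073. Leaving out forebrain knockout replicate 2 turned the midbrain-hindbrain value to -0.11. Other values moved without a change of sign when 1 library was left out. In midbrain they ranged from 0.083 to 0.21 for forebrain regional and from -0.052 to -0.017 for neural progenitor genes. The forebrain X-inactivation value ranged from -0.97 to -0.46.

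The sex-linked transcripts differed widely between pools of one group. In midbrain, knockout replicate 2 had 7 Xist counts (0.765 CPM) beside 241 CPM summed over 4 Y-linked genes, and knockout replicate 1 had 1808 CPM of Xist and 105 CPM of the Y-linked genes. Wild-type midbrain had 2326 and 856 CPM of Xist and 86.2 and 182 CPM of the Y-linked genes in replicates 1 and 2. In forebrain, wild-type replicate 1 had 2969 CPM of Xist and 0 Y-linked counts, under a floor of 0.204 CPM, and wild-type replicate 2 had 2307 and 62.5 CPM. The knockout forebrain libraries had 1782 and 1323 CPM of Xist and 81.8 and 141 CPM of the Y-linked genes.

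**Figure D3:**
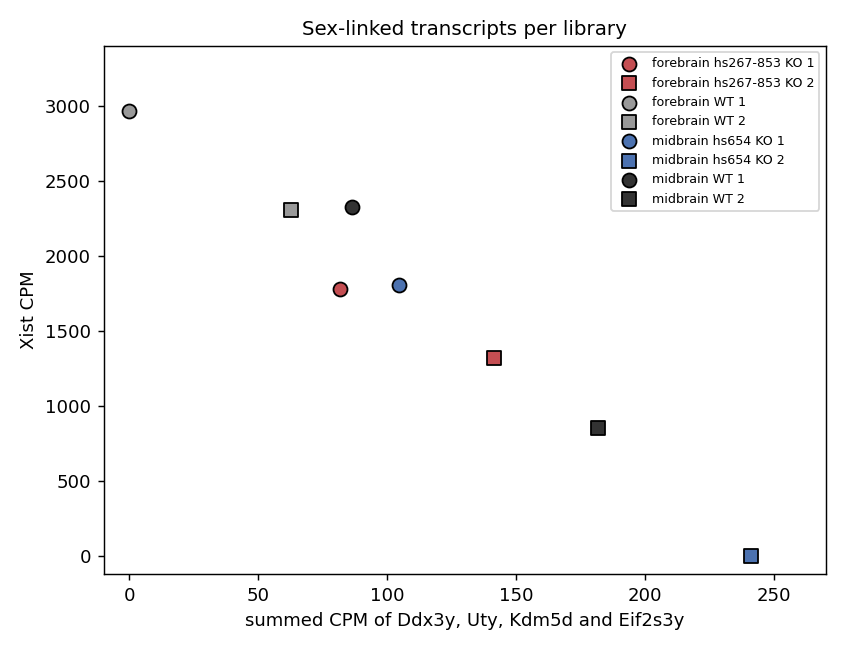
Xist CPM against the summed CPM of Ddx3y, Uty, Kdm5d and Eif2s3y, with a point per library, coloured by group and shaped by replicate. Forebrain wild-type replicate 1 lies at 0 on the Y-linked axis and midbrain knockout replicate 2 at 0.765 CPM on the Xist axis, with the other 6 libraries between them.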

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

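All tests in this part were chosen after the result was seen, except the one on reads assigned to other genes.

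One result stood out because the effects of the knockouts differed between the tissues. C130071C03Rik fell by 1.46 on the log2 scale in knockout forebrain and changed by 0.034 in knockout midbrain, a difference of 1.49 (SE 0.157) with an adjusted p of 0.00611 in edgeR's quasi-likelihood test. Over the fits that each left out 1 of the 8 libraries the difference ranged from 1.29 to 1.73. The contrast compares hs654 in midbrain with hs267 in forebrain, so it does not separate the deleted element from the tissue.

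Several technical explanations of the fall in forebrain are at odds with the tables. Unequal sex of the pooled embryos would make pools of differing sex markers differ in this gene as well. Forebrain wild-type replicate 1 had no Y-linked count and midbrain knockout replicate 2 almost no Xist, yet in those groups the replicates differed by at most 0.137 on the log2 scale. Midbrain tissue in the knockout forebrain pools would lower the gene towards its midbrain level. To reach the observed mean, 115% of the tissue would have to be midbrain (105% and 126% for the separate libraries), while En2, at 144 CPM in wild-type midbrain, had 0 counts in both. Reads assigned to a neighbouring gene in place of this one would appear there as a gain. No tested gene within 1 Mb gained: the smallest change was -0.184 CPM, against -184 CPM for C130071C03Rik. The log2 fold change was -1.46 under RLE and under upper-quartile scaling as well, and scaling was not weighed beyond these methods.

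A candidate explanation is that the gene loses transcription when the sequence deleted in the hs267 knockout is absent from forebrain. This is a hypothesis from the same data, since the share of midbrain tissue of 115% and the other values above only argue against technical causes. Which cells lost the transcript, and whether another forebrain deletion would do the same, was not tested. The coordinates of the deletion were not used, so whether it includes sequence of the gene itself is not known here.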

How the results depend on the processing

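Of the alternatives, the leaving out of single libraries for the marker lists was chosen after the data were seen.

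RLE scaling, upper-quartile scaling and a minimum mean of 50 counts left the number of genes past the threshold at 0 for hs654 in midbrain, 2 for hs267 in forebrain and 1 for the difference between them. These were the same genes, and the wild-type tissue comparison gave 4547, 4508 and 3991 genes. Under the 7 alternatives with a number of genes for it, the tissue comparison stayed within 1.5 times its 4548 genes. A minimum change of 1.5-fold was not run for it.

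Without a filter on low counts, 22 genes passed for hs654 (5 higher, 17 lower), 161 for hs267 (68 higher, 93 lower) and 111 for the difference (66 higher, 45 lower), with 8 shared between the knockout comparisons. In this fit the prior degrees of freedom were infinite, against 8.75 with the filter, so each gene's own spread between replicates no longer counted. Genes that vary between pools, such as Xist and the Y-linked and globin genes, were then called. DESeq2 gave 13 genes for hs267 (11 higher, 2 lower) and 4 for the difference (1 higher, 3 lower). Both called forebrain genes were among the 13, with Zic4, Pou3f2 and Nkx2-2 among those added. Nkx2-2 had 71 and 15 counts in knockout forebrain replicates 1 and 2, and 2 counts in each wild-type one. limma-voom gave 1 gene for hs267, C130071C03Rik, and so did a minimum change of 1.5-fold. The last asks for a larger effect, and for DESeq2 and limma-voom the cause was not tested.

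With only the 4 libraries of a tissue in the model, the spread came from that tissue alone. The prior degrees of freedom were then 14.3 for midbrain and 6.78 for forebrain, against 8.75 with all 8 libraries. Then 1 gene passed for hs654, Zic4 at an adjusted p of 0.0242 in edgeR's quasi-likelihood test, and 1 for hs267, C130071C03Rik at 0.0122. Fitting all 8 libraries together thus took Zic4 out of the calls and brought Lhx1 into them.

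Replicate numbers did not pair the samples: the deviations of same-numbered replicates correlated between -0.0255 and 0.0670 over the 6 pairs of groups. With the replicate block, 6 genes passed for hs267 (5 higher, 1 lower), adding Apcdd1, Nkx2-2, Chl1 and Zic4, and 2 for the difference, adding Zic4. The block moved no other count of calls by over 1.5 times and changed no list call.

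In clustering, the 100 genes with the smallest p in midbrain gave 17 in one window (permutation p = 1e-04, the smallest possible), for which overlapping genes are the candidate cause (CPM varied between them by 2.29%). The other alternatives gave 1 to 3 genes per window and permutation p from 0.269 to 1. For the lists, camera with a preset correlation passed 1 list in midbrain (erythroid) and 2 in forebrain (Y-linked and mesenchymal). None of these held under fry or an estimated correlation.

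Counts of calls without 1 library are not given, because these fits leave 1 library in an arm and only effect sizes were taken from them. All called genes kept their direction in these fits, 100% in forebrain and in the tissue comparison. List medians changed sign within these ranges over the 4 fits of each tissue: midbrain erythroid -0.94 to 0.0021, mesenchymal -0.093 to 0.43, midbrain-hindbrain -0.079 to 0.13, Y-linked -0.19 to 1.00 and X-inactivation -10.28 to 0.33. In forebrain they were -0.17 to 0.14 for erythroid, -0.13 to 0.10 for forebrain regional, -0.11 to 0.027 for midbrain-hindbrain, -0.051 to 0.19 for neural progenitor and -0.23 to 0.29 for neuronal genes. These medians lay near 0 or rested on 1 pool. Of 296 other values, 280 stayed on their side of the threshold or within the spread, 14 became past it and 2 fell short of it, and none changed direction. The groups of 2 were too small for other splits of the samples to be counted.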

Other observations

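All tests in this part were chosen, or narrowed to the genes given, after the result was seen.

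The genes around C130071C03Rik were all lower in knockout forebrain, 7 of 7 tested within 1 Mb and under each of 3 scalings, though 0 passed the threshold adjusted over neighbours and 3 had an unadjusted p under 0.05. Of these 3, Mir9-2 and Gm51268 overlap C130071C03Rik and may hold its reads, which leaves Gm17750. A fall shared along the region may lie behind this. Of 15355 genes, 457 (2.98%) had all 5 of their nearest non-overlapping tested genes lower in the knockout, as C130071C03Rik had, with a median of -0.41 for its own 5. The region was chosen for its values and most of these genes have few counts, so a shared fall cannot be told apart from chance.

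Higher Lhx1 in knockout forebrain may reflect other tissue in the pools. Midbrain tissue is argued against: at the share Lhx1 would need, 12.5%, En2 would have 594 counts over both libraries, and 0 were seen. A larger share of diencephalic tissue stays open. Of 10 genes listed for it, 8 were tested and 5 of these were higher, with a median log2 fold change of 0.25 and a fry p of 0.123. Its most abundant genes in forebrain, Wnt8b and Lhx5, rose by 0.22 and 0.29 on the log2 scale. Irx3, the next most abundant in wild-type forebrain at 20.5 CPM, fell by 0.25. For each of these genes the knockout and wild-type libraries overlapped. Pou3f2, Chl1, Cdk5r2 and Foxb1, ranked 3 to 6 by p in forebrain, rose by 0.50 to 1.48 on the log2 scale. None of them passed the threshold in edgeR's quasi-likelihood test. In wild type all were lower in forebrain than in midbrain (log2 differences -2.09, -1.88, -3.25 and -3.43). Genes with more RNA in midbrain thus rose with Lhx1, though En2 stayed at 0 counts. The diencephalic list moved in the direction this explanation needs but not beyond chance with 2 pools per group. The deletion and the dissection therefore cannot be told apart for Lhx1. Zic1, Zic2, Zic4 and Zic5 were also higher in knockout forebrain, by 0.21 to 0.56 on the log2 scale and under each of 3 scalings. In edgeR's quasi-likelihood test 0 of 4 passed the threshold. Zic4 passed it in DESeq2 (adjusted p 0.0289), with the replicate block (0.0454) and without a filter on low counts. It did not under RLE or upper-quartile scaling, a mean of at least 50 counts, limma-voom or the forebrain libraries alone. Without that filter Zic1 and Zic5 passed as well, and Zic2 did not.

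In midbrain these 4 genes moved apart. Zic4 fell by 0.60 and Zic1 by 0.28 on the log2 scale, while Zic2 and Zic5, neighbours on another chromosome, were higher by 0.19 and 0.21. The directions held under each of 3 scalings. A smaller share of dorsal cells that express Zic genes in the knockout pools would lower them together. The median of Zic2 and Zic5 was 0.20, which argues against a loss of cells that express all 4. Their unadjusted p was 0.0539 and 0.172 in edgeR's quasi-likelihood test. A loss of cells that express only Zic1 and Zic4 was not tested. Unequal sex is argued against by the knockout libraries themselves, 1 of them almost without Xist, which differed in Zic4 by 0.039 on the log2 scale. A loss of Zic4 and Zic1 expression without the hs654 enhancer remains a candidate explanation. It rests on genes that did not pass the threshold over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.992 for both), and the enhancer's position was not used.

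Blood in the pools is a candidate source of the lower erythroid genes in knockout midbrain. The 11 genes had a median of -0.45, and without midbrain wild-type replicate 1 it was 0.0021. The difference thus rested on that pool. Hbb-y, the most abundant of the list, measured 3644 CPM there and 1864 CPM in the other wild-type pool, against 1951 and 1786 CPM in the knockout. Whether neural cells contribute to these counts was not tested.

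The counting left traces of its own. Tsix, which lies antisense to Xist, had 9.63% of the Xist count on average (SD 0.787, 8.32% to 10.8% over 7 libraries), and 0 counts in the library with 7 Xist counts. This suggests that reads were counted without regard to strand. Among genes with a mean of at least 100 counts, 9 sets, with 18 genes, had the same count as each other in every library. In all 9 the genes share a name stem, a synonym or a locus, which may mean that reads matching several genes were counted for each.

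The window with 17 of the 100 genes of smallest p in midbrain has the same character. Of these genes, 14 are named Pcdhg, and their log2 fold changes all lay between 0.21 and 0.23. Within a library their CPM varied between genes by 2.29% on average (coefficient of variation), against a median of 33.2% and a minimum of 15.4% in 1000 random sets of 17 genes. Reads in exons shared by the overlapping genes, counted for each, are a candidate explanation. The window would then hold 1 small change, repeated, and not a cluster of changed genes.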
